A study of Homo sapiens with 18 samples.

How the data were processed

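Poly(A) RNA of 18 HEK293T libraries was studied, 3 for each of 6 groups: lines carrying a doxycycline-inducible GFP-P2A-ChFP, GFP-P2A-poly-adenylate or GFP-P2A-102xPR construct, each uninduced or induced for 48 h (500 ng/μl doxycycline as the labels give it, a high dose that may be a slip for ng/ml). Per the labels' protocols, RNA came from a detergent lysate made with cycloheximide and cleared by centrifugation, so RNA held in nuclei may be under-represented, and libraries were read as 100 bp single reads. The labels name replicates 1 to 3 in each group but do not say that they were separate cultures, so p-values measure only the spread between these samples, which may be technical. Reads on the reporter transcripts themselves are not analysed here.

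The authors deposited 1 table of counts per gene, whole numbers that were not normalized, for all 18 libraries. Per the submitters' processing notes, the tools were bcl2fastq 2.20.0.422, cutadapt 3.4, HISAT2 2.1.0, featureCounts and DESeq2 1.30.1 with genome build hg38. The annotation and the strand setting of the counting are not given in the sources used here, so antisense, overlapping and multi-copy genes are uncertain. The authors also deposited 2 tables of comparisons, each with a mean normalized signal over libraries (baseMean), log2 fold changes with standard errors, and p-values with adjusted p-values. These tables do not state their contrasts. Their log2 fold changes matched the induced 102xPR or poly-adenylate line against the induced ChFP line, computed here, with correlations across genes of 0.994 and 0.998, and they are shrunken, so the authors' deposited values were used only for counts of genes.

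Everything else was computed here from the deposited counts. The count table held 28394 genes, of which 550 had no symbol (0.0410% of counts). Genes were filtered with edgeR's filterByExpr at its default minimum count of 10, leaving 15447, and scaled with TMM factors. A quasi-likelihood model was fitted with edgeR 4.0.16 (R 4.3.3) over all 18 libraries with 1 term per group and robust dispersion, so that all groups share 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. There were 10 contrasts: induced against uninduced cells in each line, the 3 differences of these responses between lines, the induced 102xPR and poly-adenylate lines against the induced ChFP line, and the same for uninduced cells. Standard errors are those of the fitted log2 fold changes, and CPM values are given as mean and SD over 3 libraries. Ratios of counts for genes with 1 to 3 counts in a group carry exact 95% intervals for counting error only, since reads without molecular identifiers are not independent molecules.

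Gene groups were tested with camera (limma 3.58.1) on log2 CPM with a prior count of 2 and a preset correlation of 0.01, adjusted over 39 lists, and again with a correlation estimated from the data. The lists were ribosome-associated quality control, ATF4 targets of the integrated stress response, cytosolic aminoacyl-tRNA synthetases, the endoplasmic reticulum unfolded protein response, the cytosolic heat shock response, p53 targets, immediate early and ribotoxic stress genes, NF-kB and inflammatory genes, the interferon response, cytosolic ribosomal proteins, ribosome biogenesis, mitochondrially encoded mRNAs, nuclear encoded respiratory chain subunits, mitochondrial ribosomal proteins, cholesterol biosynthesis, glycolysis and hypoxia, replication-dependent histones, G1/S and DNA replication, G2/M and mitosis, the proteasome, autophagy and lysosome, NRF2 targets, metallothioneins, nonsense-mediated decay factors, snoRNA host genes, mRNA decay and exosome, translation initiation and elongation factors, eIF2 kinases and phosphatases, SR proteins and hnRNPs, nucleocytoplasmic transport, stress granule proteins, genes linked to ALS and frontotemporal dementia, axonal and neuronal genes, cytoskeleton and SRF targets, extracellular matrix, and markers of epithelium, hepatocytes, blood cells and neuroblasts. Members changed were also counted with p-values adjusted over the list alone.

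The tests, lists, alternatives and the rule for named genes were fixed before the data were examined. The rule allowed each member of the quality control list in the comparisons of induced with uninduced cells, the 10 largest changes each way in the 102xPR and poly-adenylate lines and 5 each way in the other contrasts (past the threshold, mean log2 CPM of at least 1, groups that did not overlap), and up to 4 members with the smallest adjusted p of each called list. Members that moved against their list, the genes with 1 to 3 counts in a group and genes compared between lines to follow one named by the rule were chosen after their values were seen. Some genes that the rule allows are not reported here. Coordinates and Entrez identifiers were taken from a RefSeq gene table of GRCh38.p14, and GC content and length are those of the longest transcript (95.9% of tested genes had a value).

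Total counts were 15020739 to 27331102 per library. The 18 pairs of replicates differed by 1.89 to 17.6 in chi-square per gene, more than sampling noise gives, so each library counted as 1 replicate. Libraries were divided into a set of 8 and a set of 10 from the first principal component of the values centred on group means (49.7% of the residual variance), after the data were seen. The score of a library was its mean over the 50 genes with the largest weights on this component, among genes with a mean log2 CPM above 5, and the sets were parted at the widest gap. The expected overlap of 2 lists of calls is that of independent lists, and for comparisons that share libraries 20 simulations without effects give the correlation and covariance due to sharing.

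The procedure was tested on simulated counts drawn from the real means and depths (15239 genes, 50 changed at each fold). For induced against uninduced 102xPR cells edgeR recovered 44%, 66%, 80% and 96% of genes changed 1.25, 1.5, 2 and 4-fold, with 9 unchanged genes called, and for the difference between the 102xPR and ChFP lines 28%, 52%, 80% and 90%, with 6. For induced against uninduced poly-adenylate cells it recovered 46%, 66%, 74% and 94%, with 4, and for the difference between the poly-adenylate and ChFP lines 18%, 50%, 72% and 82%, with 4.

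Alternatives were DESeq2 1.42.0 (Wald test), limma-voom, RLE and upper-quartile factors, library totals without factors, no filter on low counts and a stricter one (CPM of at least 1 in all 3 libraries of a group), the replicate number as a block, only the groups compared, and each library left out in turn. Where this left a group with 1 library, the lone sample is assumed to vary like the other groups. Added after seeing the data were a library-set covariate, this with the replicate block, only the 10 or only the 8 libraries, and the number of lists called under each setting.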

Results

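HEK293T, an established human embryonic kidney cell line, was made to carry 1 of 3 reporters under a doxycycline-inducible promoter. The constructs joined GFP through the self-cleaving P2A peptide to the red fluorescent protein ChFP (the negative control), to a poly-adenylate stretch or to 102 proline-arginine repeats (102xPR). Poly-PR is an arginine-rich dipeptide repeat protein made from the C9orf72 expansion linked to ALS and frontotemporal dementia. Both test sequences stall ribosomes, and the stated purpose of the series was to learn whether stalling on poly-adenylate gave a transcriptional response similar to that of poly-PR, with ribosome-associated quality control (RQC) genes as a focus. Poly(A) RNA of cells uninduced or induced for 48 h was sequenced (18 libraries, 3 per group). After filtering, 15447 of 28394 genes were tested, with a common biological coefficient of variation of 5.75%. The median standard error of a log2 fold change was 0.08 for induced against uninduced cells of a line and 0.12 for the difference of this response between lines.

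The first principal component held 57.9% of the variance and set the 3 induced 102xPR libraries apart from the other 15. The second held 7.61% and divided the libraries into a set of 8 and a set of 10 that ran across the groups and that no label names. The set of 8 held the 3 uninduced ChFP libraries, induced ChFP replicate 3, uninduced poly-adenylate replicates 2 and 3, and induced 102xPR replicates 1 and 2. Its share of counts on mitochondrially encoded genes was 4.46% to 7.15%, against 2.96% to 5.16% in the set of 10. The sets are given beside the comparisons below, as no line had its induced and uninduced libraries spread evenly over them.

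**Figure D1:**
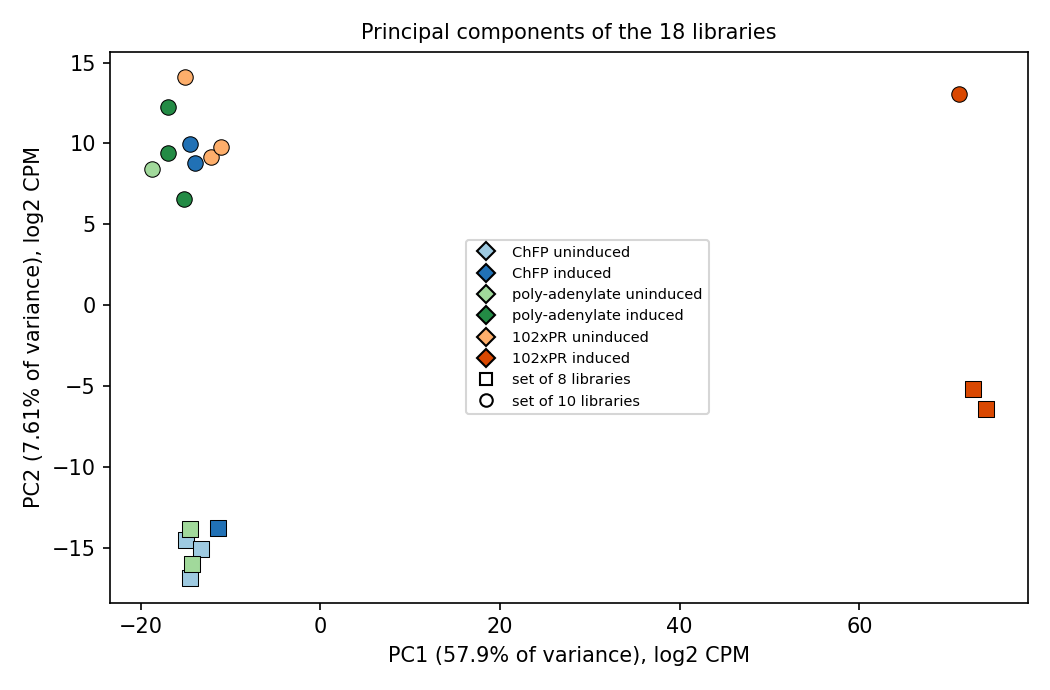
Principal components 1 (57.9% of variance) and 2 (7.61%) of log2 CPM for the 18 libraries, coloured by group, with squares for the set of 8 and circles for the set of 10 libraries. Induced 102xPR libraries stand apart along the first axis, and the library sets part along the second.

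Induction of 102xPR, which joins the response to poly-PR with those to doxycycline and the reporter, changed 10391 genes (67.3% of those tested), 5227 upward and 5164 downward. INHBE, which encodes a subunit of activin E, rose by 6.40 ± 0.14 log2 (± SE of the fit here and below; Entrez 83729, chromosome 12, 57455307 to 57458025, GRCh38.p14), from 1.06 ± 0.05 to 89.9 ± 11 CPM (SD, n = 3). HSPB8, a small heat shock protein that serves chaperone-assisted autophagy, rose by 5.19 ± 0.15, from 1.63 ± 0.31 to 59 ± 5.82 CPM. The neuropeptide precursor VGF (4.03 ± 0.12), the cytokine LIF (3.20 ± 0.18), the stress-induced transcription factor ATF3 (3.14 ± 0.20) and the inositol phosphatase INPP5D (4.22 ± 0.49) rose too. Among the genes that fell were STUM (-2.19 ± 0.15), NEURL1B, a ubiquitin ligase of Notch signalling (-2.11 ± 0.12), SMIM1 (-2.06 ± 0.32) and the E-cadherin gene CDH1 (-1.94 ± 0.18).

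DNAJA3 was fitted at 3.20 ± 1.04, but its counts were erratic between libraries of the same group, so its value is uncertain, and its call ended without uninduced or induced 102xPR replicate 1. For 3 genes nearly silent before induction only a ratio of counts with its 95% interval for counting error is given. The hormone gene FGF21 had 503 counts after and 2 before induction (ratio 272, 74.8 to 2249), the stathmin STMN4 had 507 and 3 (182, 62.1 to 888), and albumin (ALB) had 66 and 1 (71.3, 12.4 to 2857). Of the genes called, 1204 rose and 579 fell by more than 2-fold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 102xPR libraries, 2 of the 3 induced ones lay in the set of 8 and all 3 uninduced ones in the set of 10. Within the set of 10, with only 1 induced library left, 8767 genes were called, and with the library set as a covariate 10057, of which 9372 were among the 10391.

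The RQC list holds factors that sense, split and clear stalled ribosomes. In the 102xPR line 23 of its 39 measured members rose, 8 fell and 8 did not pass, and the counts were identical adjusted over the list alone. As a group the members lay above the other genes (median log2 fold change 0.19, camera adjusted p = 0.0130, 0.213 with an estimated correlation). CNOT4, the ubiquitin ligase of the CCR4-NOT complex, rose by 1.88 ± 0.11 (Entrez 4850, chromosome 7, 135361795 to 135510102). RNF25, a ligase that modifies stalled ribosomes, rose by 1.21 ± 0.06. The ligase RCHY1 rose by 0.69 ± 0.07. All 4 subunits of the ASC-1 complex, which dissociates collided ribosomes, rose (ASCC3 0.69 ± 0.06, ASCC2 0.57 ± 0.05, TRIP4 0.48 ± 0.07, ASCC1 0.21 ± 0.06). So did the ribosome rescue factors HBS1L (0.49 ± 0.05), PELO (0.21 ± 0.06) and ABCE1 (0.38 ± 0.06), the CAT-tailing factor NEMF (0.31 ± 0.06) and its partner ligase LTN1 (0.29 ± 0.05).

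GIGYF2, which represses translation of messages with stalled ribosomes, rose by 0.55 ± 0.05, while its cap-binding partner EIF4E2 fell (-0.27 ± 0.05). Other RQC members that rose were the GTPases GTPBP1 (0.55 ± 0.05) and GTPBP2 (0.22 ± 0.05), the deubiquitinases USP10 (0.53 ± 0.06) and USP21 (0.46 ± 0.07), the exonuclease XRN1 (0.48 ± 0.08) and the ligases RNF14 (0.48 ± 0.05) and RNF10 (0.19 ± 0.04). The smallest increases were those of N4BP2 (0.19 ± 0.07), the collision sensor ZNF598 (0.13 ± 0.05) and UBE2D3 (0.11 ± 0.04). Members that fell, besides EIF4E2, included OTUD3 (-0.63 ± 0.06), the RQC subunit TCF25 (-0.56 ± 0.07), WDR61 (-0.38 ± 0.05), the extraction ATPase VCP (-0.36 ± 0.05), UBE2N (-0.24 ± 0.05) and EDF1 (-0.16 ± 0.05). ANKZF1, GCN1, KLHDC10, the ribotoxic stress kinase MAP3K20, NPLOC4, RACK1, TTC37 and UFD1 did not pass. Leaving out 1 library ended the calls of ZNF598 (uninduced replicate 1, 2 or 3, induced replicate 2 or 3), N4BP2 (uninduced replicate 1 or 2, induced replicate 1), UBE2D3 (induced replicate 1) and EDF1 (uninduced replicate 1, induced replicate 3). ASCC1, N4BP2, UBE2D3 and ZNF598 were not called within the set of 10 libraries, and N4BP2 and ZNF598 not with the library set as a covariate. Within that set 19 members rose and 8 fell.

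**Figure D2:**
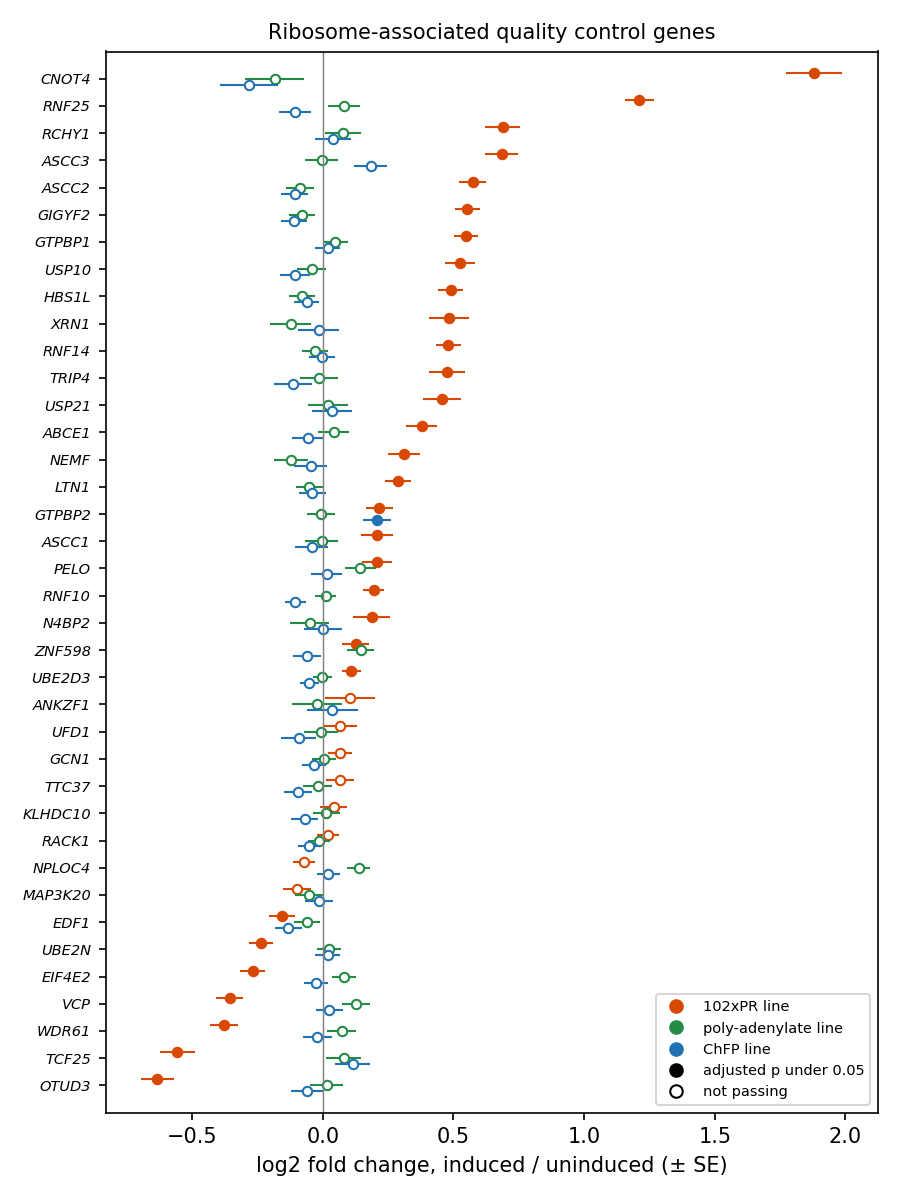
Log2 fold change of induced over uninduced cells (points, whiskers SE, n = 3 per group) for 38 of the 39 measured RQC genes in the 102xPR, poly-adenylate and ChFP lines, with filled points for adjusted p under 0.05. Of those plotted, 30 passed in the 102xPR line, 0 in the poly-adenylate line and 1 in the ChFP line, GTPBP2.

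Stress programmes moved in different directions in the 102xPR line. Of 37 ATF4 targets of the integrated stress response, 26 rose, 9 fell and 2 did not pass (median 0.56, camera adjusted p = 0.000612, 0.412 with an estimated correlation). PPP1R15A, the phosphatase subunit that reverses eIF2α phosphorylation, rose by 2.88 ± 0.08 and the cystathionine lyase CTH by 2.01 ± 0.08. Members that fell, like the other members named below for moving against their list, were picked after their values were seen, and here included VLDLR (-0.50 ± 0.12), LONP1 (-0.41 ± 0.05) and the serine synthesis enzymes PHGDH (-0.31 ± 0.08) and PSAT1 (-0.20 ± 0.06). Of 19 cytosolic aminoacyl-tRNA synthetases, which charge tRNAs, 16 rose, 1 fell and 2 did not pass (camera adjusted p = 0.00117, 0.412 with an estimated correlation). Of 25 genes of the unfolded protein response of the endoplasmic reticulum, 3 rose, 18 fell and 4 did not pass (median -0.28, camera adjusted p = 0.000727, 0.176 with an estimated correlation). The disulfide isomerase PDIA4 (-0.80 ± 0.04) and the chaperone HYOU1 (-0.82 ± 0.05) fell, while XBP1 (0.81 ± 0.05) and the sensor ATF6 (0.66 ± 0.05) rose. Cytosolic heat shock genes fell as a group (median -0.21, camera adjusted p = 0.0215, 0.412 with an estimated correlation): of 23, 4 rose, 14 fell and 5 did not pass. The HSP90 cochaperone FKBP4 (-0.67 ± 0.04) fell, and HSPB8 rose.

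Of 25 p53 targets, 19 rose, 2 fell and 4 did not pass (median 0.66, camera adjusted p = 0.000621, 0.471 with an estimated correlation). These included the growth arrest gene GADD45A (1.99 ± 0.11) and the DNA repair factor XPC (1.11 ± 0.06), while CCNG1 fell (-0.32 ± 0.08). Of 28 immediate early and ribotoxic stress genes, 21 rose, 3 fell and 4 did not pass (median 0.94, camera adjusted p = 0.000612, 0.296 with an estimated correlation). The AP-1 subunit FOSL1 (2.43 ± 0.19) was higher and MYC lower (-0.61 ± 0.11). NF-kB and inflammatory genes (13 measured, 4 rose, 1 fell, camera adjusted p = 0.494) and interferon response genes (19 measured, 4 rose, 10 fell, 0.240) did not pass as groups. Of 23 NRF2 targets, 5 rose, 15 fell and 3 did not pass (median -0.30, camera adjusted p = 0.0120, 0.179 with an estimated correlation). All 3 measured metallothioneins fell (camera adjusted p = 0.0475, 0.412 with an estimated correlation). That call ended without uninduced replicate 1 or 2 or induced replicate 1 or 2 (adjusted p = 0.0502, 0.051, 0.0586 and 0.0502), with the stricter filter (0.0595), the library-set covariate (0.0643) or this and the replicate block (0.0502), and within the set of 10 (0.072).

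Genes of ribosome assembly, RNA surveillance and translation rose as groups in the 102xPR line. Of 66 ribosome biogenesis factors, 42 rose, 10 fell and 14 did not pass (median 0.24, camera adjusted p = 0.000727, 0.494 with an estimated correlation). Of 17 snoRNA host genes, 11 rose, 4 fell and 2 did not pass (median 0.62, camera adjusted p = 0.0120, 0.414 with an estimated correlation). Of 18 nonsense-mediated decay factors, 14 rose, 1 fell and 3 did not pass (camera adjusted p = 0.000727, 0.176 with an estimated correlation). Of 41 genes of mRNA decay and the exosome, 22 rose, 5 fell and 14 did not pass (camera adjusted p = 0.00331, 0.248 with an estimated correlation). Of 44 translation initiation and elongation factors, 23 rose, 8 fell and 13 did not pass (camera adjusted p = 0.0224, 0.412 with an estimated correlation). Of 20 stress granule proteins, 14 rose, 1 fell and 5 did not pass (camera adjusted p = 0.00558, 0.488 with an estimated correlation). Of 53 genes of nucleocytoplasmic transport, 30 rose, 10 fell and 13 did not pass (camera adjusted p = 0.0270, 0.589 with an estimated correlation). That call ended without uninduced replicate 1 (adjusted p = 0.0823) and with the library set as a covariate (0.0555).

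Cytosolic ribosomal protein genes moved the other way: of 78, 4 rose, 34 fell and 40 did not pass (median -0.12, camera adjusted p = 0.0224, 0.660 with an estimated correlation). That call ended without uninduced replicate 1 (adjusted p = 0.108) or induced replicate 1 (0.0524), with library totals (0.0571) and with the library-set covariate (0.0822), also with the replicate block (0.0684). Of 76 mitochondrial ribosomal protein genes, 36 rose, 21 fell and 19 did not pass (camera adjusted p = 0.0176, 0.555 with an estimated correlation). That call ended with only the 6 libraries of the line (adjusted p = 0.0606). Kinases and phosphatases of eIF2 (4 of 9 rose and 1 fell, camera adjusted p = 0.306) did not pass as a group. Neither did SR proteins and hnRNPs (15 of 38 rose and 11 fell, 0.405). The proteasome (14 of 44 rose and 15 fell, median 0.01 and mean -0.01 with an upward test, 0.869) and autophagy and lysosome genes (14 of 45 rose and 22 fell, 0.302) did not pass as groups. Genes linked to ALS and frontotemporal dementia did not either (10 of 26 rose and 9 fell, 0.860), with a median of 0.04 and a downward test statistic.

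In cholesterol biosynthesis, a SREBP2-driven pathway, 23 of 25 genes fell and 0 rose in edgeR's test (median -0.79, camera adjusted p = 8.73e-11, 0.0596 with an estimated correlation). Of 29 glycolysis and hypoxia genes, 3 rose, 20 fell and 6 did not pass (median -0.43, camera adjusted p = 0.00198, 0.488 with an estimated correlation). Of 74 nuclear encoded respiratory chain subunits, 5 rose, 46 fell and 23 did not pass (median -0.23, camera adjusted p = 0.00119, 0.549 with an estimated correlation). None of the 13 mitochondrially encoded mRNAs passed (median -0.15, camera adjusted p = 0.427), and the share of counts on these genes moved with the library sets. The list was called downward with the library set as a covariate (adjusted p = 1.30e-05) and within the set of 10 (1.62e-05).

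Of 43 G2/M and mitosis genes, 28 rose, 8 fell and 7 did not pass (median 0.19, camera adjusted p = 0.00956, 0.412 with an estimated correlation). G1/S and DNA replication genes did not pass (11 of 44 rose and 25 fell, camera adjusted p = 0.0675), but were called downward without uninduced replicate 1 (0.0395) or induced replicate 2 (0.0475). Of 30 replication-dependent histone genes, 16 rose, 1 fell and 13 did not pass (camera adjusted p = 0.0265, 0.414 with an estimated correlation). Their messages mostly lack a poly(A) tail, and the libraries were poly(A) selected. Of 23 axonal and neuronal genes, 16 rose, 2 fell and 5 did not pass (median 0.91, camera adjusted p = 0.000621, and adjusted p = 0.0363 with an estimated correlation). Of 26 cytoskeleton and SRF target genes, 6 rose, 18 fell and 2 did not pass. Their median was -0.27, their mean 0.21, and the test pointed down (camera adjusted p = 0.0442, 0.412 with an estimated correlation). That call ended without uninduced replicate 1 (adjusted p = 0.0592), with the stricter filter (0.0602) and with only the 6 libraries of the line (0.0664). Of 14 extracellular matrix genes, 2 rose, 9 fell and 3 did not pass (camera adjusted p = 0.0189, 0.412 with an estimated correlation).

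Among markers of other cell types, the 2 measured hepatocyte genes rose in the 102xPR line, transferrin (TF) by 2.67 ± 0.32 and ALB as given above (camera adjusted p = 0.0475, 0.288 with an estimated correlation). That call ended in 10 of 17 alternatives: the estimated correlation, without uninduced replicate 1 (adjusted p = 0.0524) or 3 (0.0535), library totals (0.0571), no filter (0.359) or a stricter one (0.203), the replicate block (0.0577), the library-set covariate (0.0591) or both (0.0755), and the set of 10 (0.0747). Of 9 epithelial markers 1 rose, KRT17 (2.67 ± 0.49), and 3 fell, CDH1 among them (camera adjusted p = 0.460). Blood cell markers (1 of 6 rose, 1 fell, median -0.22 with an upward test, 0.969) and neuroblast markers (2 of 6 rose, 3 fell, 0.846) did not pass. Adjusted over the list alone, the counts of the 39 lists in the 102xPR line were those given, except for synthetases (16 rose, 2 fell), the unfolded protein response (3, 19), NF-kB genes (3, 1), cytosolic (4, 31) and mitochondrial (37, 22) ribosomal proteins, autophagy (15, 22), translation factors (24, 8), epithelial (1, 2) and blood cell (1, 0) markers. Leaving out 1 library moved small counts. Of genes that rose, 4 heat shock genes became 2 (uninduced replicate 2) and 4 cytosolic ribosomal proteins 2 and 7 (induced replicates 2 and 3). Of genes that fell, 2 p53 targets became 1 (uninduced replicate 1 or 3, induced 2 or 3), 3 immediate early genes 1 (all but induced 3) and 5 mRNA decay genes 3 (induced 3), and counts of 1 became 0 to 3. In all, 27 of the 39 lists were called, 17 upward and 10 downward, and other divisions of the 6 libraries called up to 23. Of all list calls in the 10 comparisons, only those of the axonal and neuronal genes in the 102xPR line and of the G2/M genes in the ChFP line held with an estimated correlation.

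**Figure D3:**
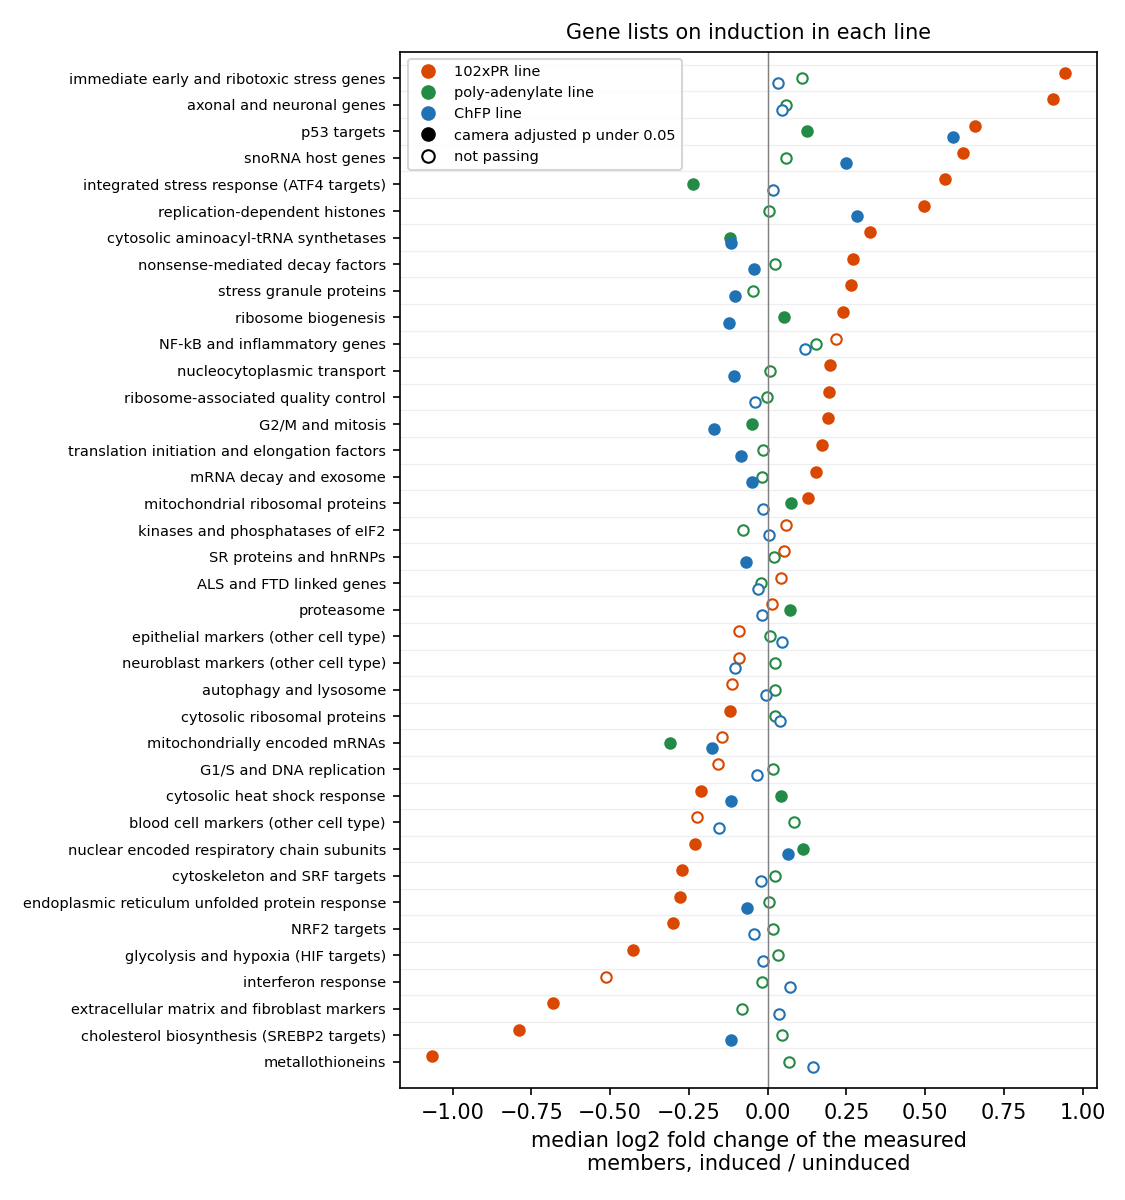
Median log2 fold change of induced over uninduced cells for 38 of the 39 gene lists in each line, with filled points for camera adjusted p under 0.05 at the preset correlation. The hepatocyte list, with 2 measured members, is left out, and the cholesterol list (-0.79) and the ATF4 targets (0.56, -0.24 and 0.02 in the 102xPR, poly-adenylate and ChFP lines) are among those that differ by line.

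In the poly-adenylate line, induction joins the response to poly-adenylate stalling with those to doxycycline and the reporter. Here ATF4 targets were lower after induction: 13 of 37 fell and 0 rose in edgeR's test, or 21 adjusted over the list alone, with a median of -0.24 (camera adjusted p = 1.90e-12, 0.812 with an estimated correlation). The 13 were 0 and 5 without uninduced replicates 2 and 3, 4, 0 and 0 without induced replicates 1, 2 and 3, and 7 with the library set as a covariate. The cystine transporter SLC7A11 fell (-0.95 ± 0.16; Entrez 23657, chromosome 4, 138164097 to 138242349), from 45.9 ± 2.34 to 23.7 ± 1.91 CPM (SD, n = 3). The glycine transporter SLC6A9 (-0.53 ± 0.09), CTH (-0.43 ± 0.09) and VLDLR (-0.52 ± 0.11) fell as well. Other decreases were those of the homeobox gene HOXA4 (-0.51 ± 0.11) and the collagen receptor DDR2 (-0.47 ± 0.06). Among genes with a mean log2 CPM of at least 1 and groups that did not overlap, the largest increases were smaller than 2-fold. They included the endonuclease ENDOG (0.76 ± 0.17) and the small Maf factor MAFK (0.63 ± 0.13).

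In all, 167 genes changed in the poly-adenylate line, 126 upward and 41 downward (2671 at an unadjusted p under 0.05, 520 in DESeq2 and 269 with the replicate block), and with upper-quartile scaling 66 upward and 39 downward. Uninduced replicates 2 and 3 lay in the set of 8 libraries and the other 4 in the set of 10. With the library set as a covariate 13 genes were called, 10 of them among the 167, and within the set of 10, with 1 uninduced library, 62. The count was 1241 without uninduced replicate 1, 2 without uninduced replicate 2, 14 without uninduced replicate 3, and 15, 2 and 2 without induced replicates 1, 2 and 3. Of the genes named above for this line, DDR2 alone was called in each of these 6 fits, and SLC6A9, CTH and DDR2 alone with the covariate. All the others lost their calls without uninduced replicate 2 and without induced replicates 2 and 3.

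None of the 39 RQC genes changed in the poly-adenylate line in edgeR's test, over all genes or adjusted over the list alone (camera adjusted p = 0.808), and DESeq2 called 1. Besides the ATF4 targets, 9 lists were called. Other divisions of the same 6 libraries called up to 15 lists, the real one 10. Synthetases were lower (1 of 19, SARS1 at -0.20 ± 0.04, or 8 adjusted over the list alone, median -0.12, camera adjusted p = 0.000113, 0.812 with an estimated correlation). So were G2/M genes (0 of 43, or 1 adjusted over the list alone, median -0.05, camera adjusted p = 0.00650, 0.812 with an estimated correlation). Mitochondrially encoded mRNAs were lower (0 of 13, also 0 adjusted over the list alone, median -0.31, camera adjusted p = 0.00934, 0.831 with an estimated correlation). The test of the latter pointed upward with the library set as a covariate (adjusted p = 0.000227). Mitochondrial ribosomal proteins were higher (0 of 76, or 10 adjusted over the list alone, median 0.07, camera adjusted p = 2.44e-06, 0.812 with an estimated correlation). So was the proteasome, with 0 of 44 genes by either adjustment (median 0.07, camera adjusted p = 2.30e-05, 0.812 with an estimated correlation). The respiratory chain was higher with 0 of 74 genes by either (median 0.11, camera adjusted p = 4.00e-05, 0.831 with an estimated correlation).

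Ribosome biogenesis was higher in the poly-adenylate line (1 of 66, RRP9 at 0.26 ± 0.06, or 5 adjusted over the list alone, camera adjusted p = 0.00477, 0.831 with an estimated correlation). The heat shock response was higher (1 of 23 by either adjustment, IER5 at 0.26 ± 0.06, camera adjusted p = 0.0173, 0.812 with an estimated correlation). The p53 targets were higher too (0 of 25 by either, median 0.12, camera adjusted p = 0.0145, 0.831 with an estimated correlation). SARS1, RRP9 and IER5 each lost their call without uninduced replicate 2 or 3 and without induced replicate 1, 2 or 3. Leaving out 1 library ended the calls of the G2/M genes (uninduced replicate 3, adjusted p = 0.0943) and the mitochondrially encoded mRNAs (uninduced replicate 2 or 3, 0.0930 and 0.256). It also ended those of ribosome biogenesis (uninduced replicate 1 or induced replicate 3, 0.693 and 0.251), the heat shock response (the same libraries, 0.305 and 0.0990) and p53 targets (uninduced replicate 2 or 3 or induced replicate 1, 0.0843, 0.256 and 0.285). Synthetases, G2/M genes, mitochondrially encoded mRNAs, mitochondrial ribosomal proteins, the respiratory chain and p53 targets were not called within the set of 10 libraries. With the library set as a covariate G2/M genes (adjusted p = 0.199), the respiratory chain (0.840) and p53 targets (0.269) were not called.

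The ChFP line gives the response to doxycycline and to a reporter without a stalling sequence. Its p53 targets were higher after induction: 14 of 25 rose and 0 fell in edgeR's test, or 24 adjusted over the list alone, with a median of 0.59 (camera adjusted p = 2.38e-20, 0.195 with an estimated correlation). The 14 were 6, 2 and 5 without uninduced replicates 1, 2 and 3, 2 and 6 without induced replicates 1 and 2, 5 with the library set as a covariate and 7 within the set of 8. SPATA18, a p53 target of mitochondrial quality control, rose by 1.64 ± 0.19, from 3.72 ± 0.86 to 11.8 ± 1.51 CPM (SD, n = 3). The cell cycle inhibitor CDKN1A rose by 1.28 ± 0.28, from 42.9 ± 9.84 to 105 ± 29 CPM. The antiproliferative gene BTG2 (0.68 ± 0.10) rose too. Of 43 G2/M genes, 10 fell and 0 rose, or 26 fell adjusted over the list alone (median -0.17, camera adjusted p = 2.59e-17, and adjusted p = 0.0424 with an estimated correlation). The 10 were 3, 2 and 6 without uninduced replicates 1, 2 and 3, and 3, 3 and 21 without induced replicates 1, 2 and 3. Among them were CCNB1 (-0.24 ± 0.04), AURKA (-0.26 ± 0.04) and BUB1 (-0.24 ± 0.05). INPP5D (3.09 ± 0.55) and LIF (1.98 ± 0.22) rose too, and HOXA4 (-0.57 ± 0.11) fell.

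In all, 311 genes changed in the ChFP line, 174 upward and 137 downward (3027 at an unadjusted p under 0.05). The split was 195 and 81 with upper-quartile scaling, 227 and 53 with library totals, 256 and 344 in DESeq2, and 354 and 349 with the replicate block. All 3 uninduced libraries and induced replicate 3 lay in the set of 8. With the library set as a covariate 163 genes were called, 109 of them among the 311, and within the set of 8, with 1 induced library, 151. The count was 46, 29 and 118 without uninduced replicates 1, 2 and 3, and 54, 57 and 1397 without induced replicates 1, 2 and 3. Without uninduced replicate 2, CDKN1A, INPP5D, HOXA4 and BUB1 lost their calls, and without uninduced replicate 1 as well. CDKN1A and INPP5D lost theirs without induced replicate 1 or uninduced replicate 3. CDKN1A, HOXA4 and BUB1 did without induced replicate 2, and SPATA18, LIF, BTG2, CCNB1 and AURKA did not. With the covariate CDKN1A and INPP5D were not called. The p53 and G2/M list calls held without each library.

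Of 39 RQC genes in the ChFP line, GTPBP2 rose (0.21 ± 0.05) and the rest did not pass, also adjusted over the list alone (camera adjusted p = 0.0554). The list was called downward without uninduced replicate 3 (adjusted p = 0.0450). The call of GTPBP2 ended without each of the libraries but induced replicate 3. Other divisions of the 6 libraries called up to 13 lists, the real one 17. Of 15 further lists called, cholesterol genes were lower, SQLE at -0.37 ± 0.05 (7 of 25 fell, or 1 rose and 13 fell adjusted over the list alone, camera adjusted p = 7.23e-05, 0.238 with an estimated correlation). Ribosome biogenesis was lower (2 of 66 fell, or 17 adjusted over the list alone, camera adjusted p = 1.17e-09, 0.262 with an estimated correlation). Nucleocytoplasmic transport was lower (2 of 53 fell, or 1 rose and 7 fell adjusted over the list alone, camera adjusted p = 1.17e-09, 0.238 with an estimated correlation). Synthetases fell as a group (2 of 19, or 6 adjusted over the list alone, camera adjusted p = 1.13e-05, 0.238 with an estimated correlation). Translation factors did too (0 of 44 in edgeR's test, or 5 adjusted over the list alone, camera adjusted p = 2.65e-05, 0.195 with an estimated correlation). Synthetases, histones and stress granule proteins were not called within the set of 8 libraries, and the last not with the covariate.

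Stress granule proteins were lower in the ChFP line (1 of 20, or 3 adjusted over the list alone, camera adjusted p = 7.60e-05, 0.335 with an estimated correlation). The heat shock response was lower (1 of 23 fell, or 1 rose and 8 fell adjusted over the list alone, camera adjusted p = 0.00458, 0.262 with an estimated correlation). Host genes of snoRNAs were higher (2 of 17, or 8 adjusted over the list alone, camera adjusted p = 2.05e-05, 0.238 with an estimated correlation). Histones were higher (3 of 30, or 5, camera adjusted p = 0.000671, 0.238 with an estimated correlation). The respiratory chain was higher with 0 of 74 genes changed by either adjustment (camera adjusted p = 0.0325, 0.775 with an estimated correlation). In edgeR's test 0 or 1 member of each list of this and the last paragraph was called without uninduced replicate 1, 2 or 3 or induced replicate 1 or 2. Without induced replicate 3 these were 9 synthetases, 12 biogenesis and 10 transport genes, 7 translation factors, 4 stress granule and 3 heat shock genes and 1 RQC gene lower, and 4 host genes and 11 respiratory chain genes higher.

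Mitochondrially encoded mRNAs were called downward in the ChFP line, with 0 of 13 changed by either adjustment (camera adjusted p = 0.0428, 0.735 with an estimated correlation). That call ended without uninduced replicate 2 or 3 or induced replicate 1 or 2 (0.0602, 0.0776, 0.148 and 0.420). The respiratory chain lost its call without uninduced replicate 3 or induced replicate 1 or 2 (0.0776, 0.0755 and 0.468). It was not called with the library set as a covariate either (0.0913). The test of the mitochondrially encoded mRNAs pointed upward with the library set as a covariate (adjusted p = 1.47e-11) and within the set of 8 (2.95e-07). ATF4 targets were not called in the ChFP line (2 of 37 rose, or 6 rose and 3 fell adjusted over the list alone, median 0.02, camera adjusted p = 0.244). They were called upward without induced replicate 1 (median 0.075, adjusted p = 0.00814) and within the set of 8 (0.11, 0.00193).

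**Figure D4:**
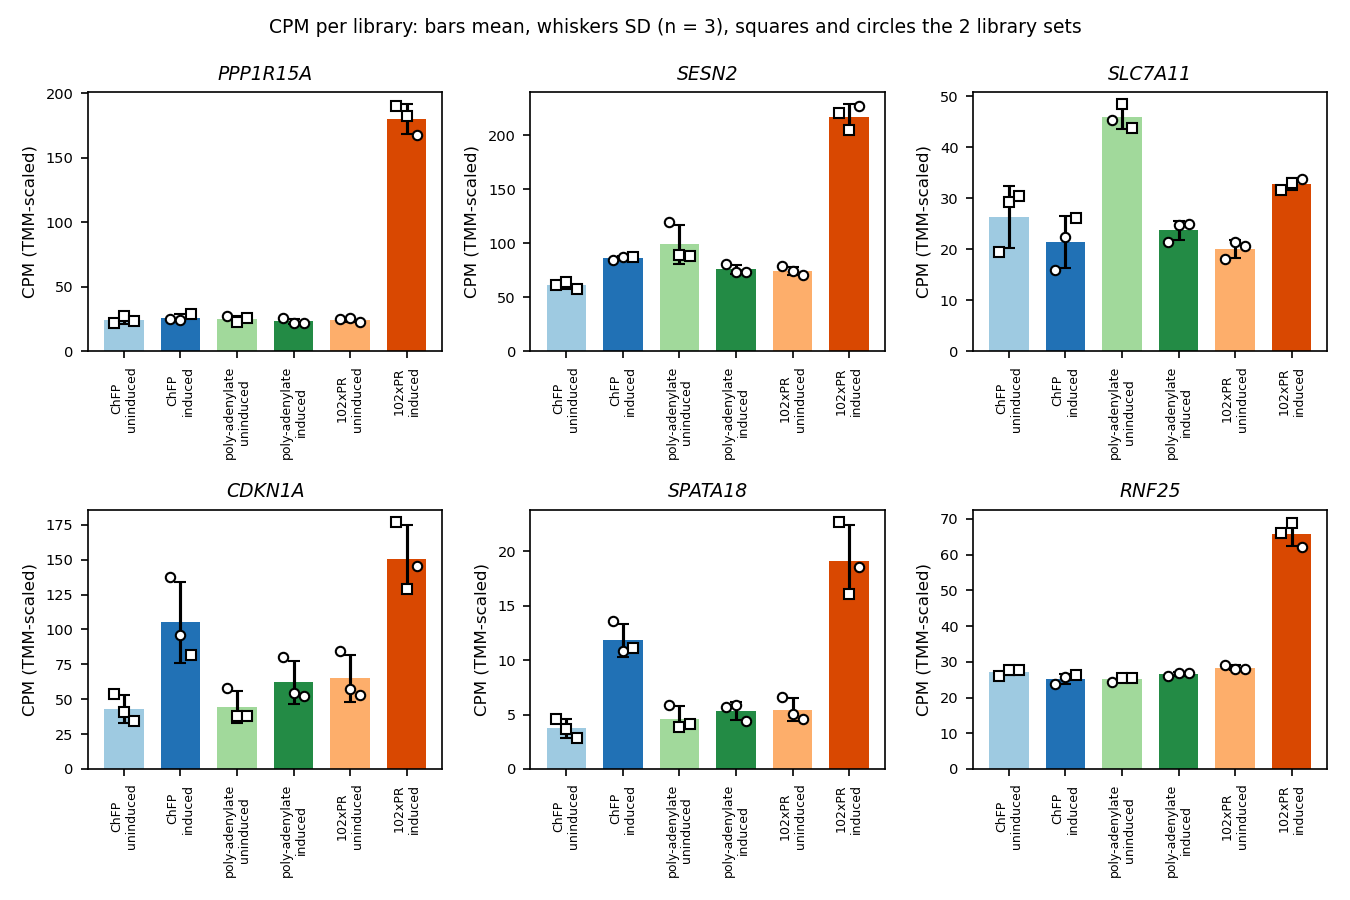
CPM of 6 genes in the 18 libraries, with bars for group means, whiskers for SD (n = 3), squares for libraries of the set of 8 and circles for the set of 10. PPP1R15A and RNF25 are high in induced 102xPR cells, SLC7A11 fell from 45.9 ± 2.34 to 23.7 ± 1.91 CPM in the poly-adenylate line, and SPATA18 rose from 3.72 ± 0.86 to 11.8 ± 1.51 CPM in the ChFP line.

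Differences in response between lines were tested too. Between the 102xPR and ChFP lines 9005 genes differed, 4331 with a higher and 4674 with a lower response in the 102xPR line. HSPB8 (5.59 ± 0.32), INHBE (5.39 ± 0.34) and VGF (4.10 ± 0.22) had a higher response. STUM (-2.55 ± 0.19) had a lower one. Of the 39 RQC genes 21 were higher and 7 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.00487, 0.148 with an estimated correlation). CNOT4 differed by 2.16 ± 0.15, RNF25 by 1.32 ± 0.08, ASCC2 by 0.68 ± 0.07 and GIGYF2 by 0.66 ± 0.07. ATF4 targets had a higher response (22 of 37 higher and 4 lower, or 22 and 5 adjusted over the list alone, camera adjusted p = 0.000257, 0.429 with an estimated correlation). Cholesterol genes were lower (23 of 25, or 23, camera adjusted p = 1.62e-09, 0.0896 with an estimated correlation). In all 20 lists were called, 13 upward and 7 downward. p53 targets did not pass as a group (8 of 25 higher, 5 lower, median 0.04, camera adjusted p = 0.466), nor in any fit without 1 library, with medians of -0.053 (without uninduced ChFP replicate 1) to 0.18 (without induced ChFP replicate 1). The median was 0.32 with the library set as a covariate (6 higher, 2 lower). No library set held all 4 of these groups, and with the set as a covariate 7313 genes were called, 6604 of them among the 9005.

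Between the poly-adenylate and ChFP lines 4 genes differed, all with a lower response in the poly-adenylate line (1691 at an unadjusted p under 0.05). Other settings called far more, mostly with a higher response: 106 in DESeq2 (100 higher), 214 with the library-set covariate (166 higher) and 901 with this and the replicate block (601 higher). The block alone gave 47 (17 higher). The 4 were the stress-induced sestrin SESN2 (-0.88 ± 0.12), VLDLR (-0.86 ± 0.16), DDR2 (-0.60 ± 0.09) and the long noncoding RNA NEAT1 (-0.59 ± 0.09). SESN2 went from 61.1 ± 3.31 to 86.4 ± 1.41 CPM in the ChFP line and from 98.9 ± 18.1 to 75.9 ± 3.98 CPM in the poly-adenylate line. ATF4 targets (2 of 37 lower, or 17 adjusted over the list alone, median -0.26, camera adjusted p = 1.41e-12, 0.269 with an estimated correlation) had a lower response in the poly-adenylate line. So had p53 targets (0 of 25, or 6 adjusted over the list alone, median -0.39, camera adjusted p = 1.68e-11, 0.269 with an estimated correlation). Ribosome biogenesis (0 of 66, or 6 higher adjusted over the list alone, median 0.17, camera adjusted p = 5.35e-15, 0.269 with an estimated correlation) had a higher response. So had the heat shock response (0 of 23, or 4 higher adjusted over the list alone, median 0.15, camera adjusted p = 3.28e-06, 0.269 with an estimated correlation). In all 17 lists were called, 13 upward and 4 downward. None of 39 RQC genes differed by either adjustment (median 0.04, camera adjusted p = 0.0637), and the list was called upward without uninduced (adjusted p = 0.0444) or induced (0.0420) ChFP replicate 3, uninduced poly-adenylate replicate 2 (0.0345) or induced poly-adenylate replicate 1 (0.0339) or 2 (0.0421). The gene count was 2 without uninduced ChFP replicate 1, 1 without induced ChFP replicate 3 (SESN2, VLDLR and NEAT1 lost), 8 without uninduced poly-adenylate replicate 3 and 7 without induced poly-adenylate replicate 1. VLDLR lost its call in 8 of the 12 such fits (uninduced ChFP replicates 1 and 3, induced ChFP replicates 2 and 3, uninduced poly-adenylate replicates 1 and 2, induced poly-adenylate replicates 2 and 3), which left 1 ATF4 target lower, or 0 without induced ChFP replicate 3. With the covariate 8 were lower. NEAT1 lost its call also without uninduced ChFP replicate 1, and DESeq2 gave no adjusted p for VLDLR and DDR2. The 4 were among the 214, and no set held libraries of all 4 groups.

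The 102xPR and poly-adenylate responses, whose likeness is the question of the series, differed in 9022 genes, 4457 higher and 4565 lower in the 102xPR line (6344 within the set of 10, and 7414 with the set as a covariate, 6691 of them among the 9022). INHBE (6.43 ± 0.35), HSPB8 (5.15 ± 0.30) and the glutathione-degrading enzyme CHAC1 (3.77 ± 0.54) were higher. STUM (-2.19 ± 0.19) was lower. RQC genes differed as well (19 of 39 higher, 8 lower, or 20 and 8 adjusted over the list alone, camera adjusted p = 0.0259, 0.264 with an estimated correlation), CNOT4 by 2.07 ± 0.16 and RNF25 by 1.13 ± 0.08. Of 37 ATF4 targets 27 were higher and 3 lower in the 102xPR line by either adjustment (median 1.00, camera adjusted p = 3.24e-07, 0.322 with an estimated correlation). Of 25 cholesterol genes 23 were lower by either (median -0.87, camera adjusted p = 1.74e-11, 0.0503 with an estimated correlation). In all 23 lists were called, 13 upward and 10 downward.

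Of the genes changed in both lines, 33 rose in both and 12 fell in both, against 42.6 and 13.7 expected of independent lists, and 89 moved in opposite directions (56.0 expected). Across genes, which are not independent replicates, the log2 fold changes of the 102xPR and poly-adenylate lines had a Pearson correlation of -0.0428 and a Spearman correlation of -0.147. The 45 genes with a shared direction were 202, 0 and 3 without uninduced poly-adenylate replicates 1, 2 and 3, 2, 0 and 0 without induced replicates 1, 2 and 3, 2 with the library set as a covariate and 14 within the set of 10. The 89 of opposite direction were 736, 2 and 9, then 11, 2 and 2, and 10 and 25 in the same fits. The library sets ran opposite ways in these lines, with induced 102xPR replicates 1 and 2 but uninduced poly-adenylate replicates 2 and 3 in the set of 8. The Pearson and Spearman correlations with the covariate were 0.0097 and -0.0076, and within the set of 10 they were 0.0875 and 0.0730. The 102xPR and ChFP lines shared 77 genes upward (58.9 expected), 49 downward (45.8) and 112 in opposite directions (105), with Pearson and Spearman correlations of 0.0486 and -0.102 (0.106 and 0.0491 with the covariate). The poly-adenylate and ChFP lines shared 4 genes upward (1.42 expected), 1 downward (0.364) and 2 in opposite directions (1.58), with correlations of 0.132 and 0.262 (0.133 and 0.0650).

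Taken against the ChFP line, the 2 responses share the ChFP libraries and so part of their chance values. Their Pearson correlation was 0.201 (Spearman 0.147), below the 0.519 of 20 simulations without any effect, and their covariance was 0.0621 against a simulated 0.0383, a difference of 0.0238. Of their calls 2 were lower in both (1.21 expected), 0 were higher in both (0 expected) and 1 was opposite (1.12 expected). With 3 control libraries per group a split would leave 1 library on a side, so the controls were not split, and part of any excess may come from them.

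Induced cells were also compared directly with induced ChFP cells, the comparison that the authors' deposited tables match. In the 102xPR line 10324 genes differed, 5081 higher and 5243 lower (8646 within the set of 10 and 9298 within the set of 8). HSPB8 (5.53 ± 0.16), INHBE (5.35 ± 0.13) and VGF (4.38 ± 0.13) were higher. STUM (-2.48 ± 0.15) and CDH1 (-2.38 ± 0.18) were lower. Of the 39 RQC genes 24 were higher and 9 lower by either adjustment (camera adjusted p = 0.00237, 0.128 with an estimated correlation), and 22 lists were called, 17 upward and 5 downward. The authors' deposited table for 102xPR lists 9962 genes at an adjusted p under 0.05, 5086 higher and 4876 lower, of which 9700 were among the 10324 with the same sign.

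Induced poly-adenylate cells differed from induced ChFP cells in 145 genes, 94 higher and 51 lower (2471 at an unadjusted p under 0.05), with splits of 36 and 41 under upper-quartile scaling and 20 and 27 under library totals, 297 and 99 in DESeq2 and 234 and 152 with the replicate block. The p53 targets were lower (6 of 25, or 16 adjusted over the list alone, median -0.38, camera adjusted p = 5.16e-13, 0.494 with an estimated correlation), SPATA18 among them (-1.15 ± 0.18). The 6 were 1 and 2 without induced ChFP replicates 1 and 3, and 0 and 1 without induced poly-adenylate replicates 2 and 3. In all 11 lists were called, 8 upward and 3 downward, none of them with an estimated correlation. Upward ones included ribosome biogenesis (median 0.09, camera adjusted p = 3.11e-09, 0.567 with an estimated correlation), mitochondrial ribosomal proteins (0.08, camera adjusted p = 1.54e-07, 0.567 with an estimated correlation), cholesterol genes (0.11, camera adjusted p = 1.41e-05, 0.494 with an estimated correlation) and the proteasome (0.08, camera adjusted p = 0.000198, 0.578 with an estimated correlation). Of 39 RQC genes ASCC3 was lower (-0.33 ± 0.06, named after its value was seen) and the rest did not pass by either adjustment (camera adjusted p = 0.909). Its call ended without induced ChFP replicate 1 or 3 and induced poly-adenylate replicate 2 or 3. INPP5D (-2.53 ± 0.51) and LIF (-1.50 ± 0.20) were lower too. SHISA2 (0.53 ± 0.10) and HOXA9 (0.48 ± 0.10) were higher. The authors' deposited table for poly-adenylate lists 405 genes, 303 higher and 102 lower, and 135 of the 145 were among them with the same sign. The count was 0 without induced poly-adenylate replicate 2, 53 and 29 without replicates 1 and 3, and 21, 387 and 13 without induced ChFP replicates 1, 2 and 3. Each other gene named here lost its call without induced poly-adenylate replicate 2. INPP5D and HOXA9 lost theirs also without induced poly-adenylate replicate 1, INPP5D, HOXA9 and SHISA2 without replicate 3 or induced ChFP replicate 3, and INPP5D without induced ChFP replicate 1. DESeq2 gave no adjusted p for LIF. With the set as a covariate 455 genes were called, 143 of them among the 145, and 34 within the set of 10.

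The 2 comparisons with induced ChFP cells share the 3 ChFP libraries. They shared 30 genes upward (30.9 expected), 23 downward (17.3) and 60 in opposite directions (48.7). Their Pearson correlation was 0.103 (Spearman -0.0078) against a simulated 0.534, and their covariance 0.0216 against a simulated 0.0200, a difference of 0.00165. Part of any excess may come from the shared controls here too.

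Uninduced cells show how the lines differed before doxycycline. Uninduced poly-adenylate cells differed from uninduced ChFP cells in 16 genes, 15 higher and 1 lower (1568 at an unadjusted p under 0.05). Of 37 ATF4 targets 12 were higher and 0 lower in edgeR's test, or 29 adjusted over the list alone (median 0.34, camera adjusted p = 7.63e-31, 0.0747 with an estimated correlation). The 12 were 2 without uninduced ChFP replicate 1, and 3 and 7 without uninduced poly-adenylate replicates 1 and 2. Among them were the hormone ADM2 (1.34 ± 0.21), SESN2 (0.69 ± 0.09), SLC6A9 (0.69 ± 0.09), CTH (0.53 ± 0.09) and the serine synthesis enzyme PSPH (0.44 ± 0.07). DNAJB1 was lower (-0.36 ± 0.07). In all 19 lists were called, 4 upward and 15 downward, none of them with an estimated correlation. The RQC list was lower (0 of 39 genes by either adjustment, median -0.05, camera adjusted p = 0.00258, 0.109 with an estimated correlation). The heat shock response was lower too (1 of 23, or 10 adjusted over the list alone, median -0.11, camera adjusted p = 4.55e-08, 0.109 with an estimated correlation). The gene count was 3 without uninduced ChFP replicate 1, and 5 and 8 without uninduced poly-adenylate replicates 1 and 2. Each gene named but SESN2 and SLC6A9 lost its call without uninduced ChFP replicate 1. ADM2, CTH and DNAJB1 lost it also without uninduced poly-adenylate replicate 1, and DNAJB1 without replicate 2 or uninduced ChFP replicate 2. DESeq2 called 41 genes and gave no adjusted p for ADM2, SLC6A9, CTH and PSPH. With only the 6 libraries compared 2 genes were called, SLC6A9 alone of those named here. Within the set of 8, which held uninduced poly-adenylate replicates 2 and 3, 35 genes were called.

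Uninduced 102xPR cells differed from uninduced ChFP cells in 1881 genes, 1135 higher and 746 lower, while all 3 libraries of the former lay in the set of 10 and all 3 of the latter in the set of 8. The effect of the set is therefore estimated from the other groups. With it as a covariate edgeR called 0 genes (1257 at an unadjusted p under 0.05), and 16 with the replicate block too. SNHG19 (1.11 ± 0.19) and PDF (1.05 ± 0.31) were higher. CHST9 (-0.82 ± 0.16) and the serotonin receptor HTR2C (-0.76 ± 0.23) were lower, and further large differences lay in multi-copy or antisense genes, whose counts are uncertain. Of 74 respiratory chain subunits 24 were higher and 0 lower, or 39 higher and 2 lower adjusted over the list alone (camera adjusted p = 7.97e-09, 0.644 with an estimated correlation, and adjusted p = 0.0876 with the library set as a covariate). The count was 331, 361 and 910 without uninduced ChFP replicates 1, 2 and 3, and 577, 897 and 779 without uninduced 102xPR replicates 1, 2 and 3. The 24 respiratory chain subunits were 2, 5 and 9, and 7, 15 and 7, in the same fits and 0 with the covariate. In all 12 lists were called, 8 upward and 4 downward. PDF and HTR2C lost their calls without each of the 6 libraries.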

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

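The results in this part stood out because the response to induction differed between lines in a test of the difference itself. The tests of library set, of single libraries, of the level before induction and of a common doxycycline response were chosen after the results were seen, as were the counts of splits by line, and the splits themselves were not.

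The induction response differed in 9005 genes between the 102xPR and ChFP lines, and in 9022 between the 102xPR and poly-adenylate lines. Of 100 splits of the libraries, 1 (the real one) called as many genes in the first case, with 8691 the highest of the others, and 2 in the second, with 9131 the highest other. The division of the 102xPR libraries decided these counts: 9 and 7 splits kept it, the real one included, and called 7821 or more and 7940 or more genes, while the others called 0. The splits therefore cannot decide on chance in the difference between lines. Between the poly-adenylate and ChFP lines 4 genes differed (47 with the replicate block, 901 with the library-set covariate too), and 8 of 100 splits called as many. Those calling 883 to 2087 genes set mostly set-of-8 libraries of 1 line with mostly set-of-10 ones of the other. They measured the library sets. The real split and those calling 6 and 7 remain, so chance was not excluded.

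Gene groups whose response differed are given as the median log2 difference. The 102xPR line exceeded the poly-adenylate line for ATF4 targets (1.00, camera adjusted p = 3.24e-07, 0.322 with an estimated correlation), synthetases (0.43, camera adjusted p = 0.000271, 0.322 with an estimated correlation) and G2/M genes (0.27, camera adjusted p = 0.00262, 0.322 with an estimated correlation). It lay below for the heat shock response (-0.35, camera adjusted p = 0.00860, 0.322 with an estimated correlation) and the respiratory chain (-0.30, camera adjusted p = 0.000184, 0.482 with an estimated correlation). Against the ChFP line the 102xPR line was higher for synthetases (0.42, camera adjusted p = 9.77e-05, 0.287 with an estimated correlation), ribosome biogenesis (0.35, camera adjusted p = 3.91e-06, 0.429 with an estimated correlation) and G2/M genes (0.36, camera adjusted p = 1.02e-05, 0.213 with an estimated correlation). It was also higher for nonsense-mediated decay (0.37, camera adjusted p = 0.000257, 0.148 with an estimated correlation), mRNA decay (0.24, camera adjusted p = 0.000257, 0.148 with an estimated correlation) and translation factors (0.22, camera adjusted p = 0.00166, 0.213 with an estimated correlation).

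Nucleocytoplasmic transport (0.30, camera adjusted p = 0.000424, 0.462 with an estimated correlation) and stress granule proteins (0.35, camera adjusted p = 0.000257, 0.429 with an estimated correlation) were higher too in the 102xPR line than in the ChFP line, and the respiratory chain was lower (-0.28, camera adjusted p = 0.000527, 0.517 with an estimated correlation). The poly-adenylate line exceeded the ChFP line for the heat shock response (0.15, camera adjusted p = 3.28e-06, 0.269 with an estimated correlation) and ribosome biogenesis (0.17, camera adjusted p = 5.35e-15, 0.269 with an estimated correlation).

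ATF4 targets were lower after induction in the poly-adenylate line (median -0.24). With the library set as a covariate the median was -0.28 (camera adjusted p = 4.52e-19, while without the covariate the call was lost with an estimated correlation, adjusted p = 0.812), and without 1 uninduced library it came no nearer to 0 than -0.20, which argues against either as the whole cause. The same genes were higher in uninduced poly-adenylate than in uninduced ChFP cells (0.34, camera adjusted p = 7.63e-31, 0.0747 with an estimated correlation), and between the induced cells the median was 0.073, not called. Without induced ChFP replicate 3 (median 0.10, adjusted p = 0.00162) or induced poly-adenylate replicate 3 (0.11, 0.0154) and within the set of 10 (0.10, 0.00139) it was called upward. A candidate explanation is therefore a higher level of these genes in the uninduced poly-adenylate line that mostly ended with induction. A lowering by poly-adenylate stalling itself stays open, since no library shows this line induced without the stalling sequence.

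p53 targets were higher after induction in the ChFP line (median 0.59, camera adjusted p = 2.38e-20, 0.195 with an estimated correlation). The median was 0.49 with the library set as a covariate and no nearer to 0 than 0.49 without 1 induced library, which argues against both as the whole cause. A doxycycline response of 1 size in all lines was argued against in the poly-adenylate line: its median was 0.12 (0.30 without uninduced replicate 1, 0.082 without uninduced replicate 3, -0.0057 within the set of 10) and lay below the ChFP line's in all fits without 1 library, by medians of -0.27 to -0.49 with 25 of 25 members below 0 (camera adjusted p = 1.68e-11, 0.269 with an estimated correlation). In the 102xPR line the median was 0.66, and the difference from the ChFP line was not called (median 0.04, adjusted p = 0.466), nor in any fit without 1 library. There the median was -0.053 (without uninduced ChFP replicate 1) to 0.18 (without induced ChFP replicate 1), and it was 0.32 with the covariate. A doxycycline response lessened in the poly-adenylate line, a response to the ChFP reporter and a difference between cultures stay open and may each contribute.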

How the results depend on the processing

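The alternatives with the library set as a covariate, with this and the replicate block, with only the 10 or only the 8 libraries, and the counts of lists called were chosen after seeing the data. Of 596 log2 fold changes of named genes and genes open to naming, 450 kept direction and side of the threshold under all alternatives run. Over 11829 gene results 11001 kept both, 828 were no longer past the threshold and 0 changed sign, and for 19 more DESeq2 gave no adjusted p. Of 3359 results for 178 list calls 2935 kept both, 419 lost the call and 5 reversed. Of 196 counts of genes called in the 10 contrasts, 134 stayed within 1.5 times the reported value, 39 were lower and 23 higher. The counts of the 3 comparisons of the 102xPR response and of induced 102xPR with induced ChFP cells stayed within 1.5 times under all alternatives run. The library-set covariate takes out a term that differs between the groups, and fits on fewer libraries have fewer degrees of freedom; for the other changes the cause was not tested. At the smallest simulated change 46% of simulated genes were recovered in the poly-adenylate line, 44% in the 102xPR line and 18% in the difference between the poly-adenylate and ChFP lines, so changes of that size can be missed at this depth and number of libraries. Depth itself was not varied.

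In the poly-adenylate line the count of genes called (167) was 520 by DESeq2, 105 with upper-quartile factors, 13 with the library-set covariate, 19 with only the groups compared, 62 with only the 10 libraries, and 2 (without uninduced replicate 2) to 1241 (without uninduced replicate 1) when 1 library was left out. In the ChFP line (311) it was 600 by DESeq2, 163 with the library-set covariate, 151 with only the 8 libraries, and 29 (without uninduced replicate 2) to 1397 (without induced replicate 3). For the difference between the poly-adenylate and ChFP responses (4) it was 106 by DESeq2, 11 with no low-count filter, 214 with the library-set covariate, and 1 (without induced ChFP replicate 3) to 8 (without uninduced poly-adenylate replicate 3). For induced poly-adenylate against induced ChFP cells (145) it was 396 by DESeq2, 77 with upper-quartile factors, 47 with library totals only, 455 with the library-set covariate, 20 with only the groups compared, 34 with only the 10 libraries, and 0 (without induced poly-adenylate replicate 2) to 387 (without induced ChFP replicate 2). For uninduced 102xPR against ChFP cells (1881) it was 0 with the covariate, 3649 with only the groups compared, and 331 (without ChFP replicate 1) to 910 (without ChFP replicate 3). For uninduced poly-adenylate against ChFP cells (16) it was 41 by DESeq2, 2 with only the groups compared, 35 with only the 8 libraries, and 3 (without ChFP replicate 1) to 23 (without poly-adenylate replicate 3).

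DESeq2 called 1 RQC gene in the poly-adenylate line. The 45 genes changed in the same direction in the 102xPR and poly-adenylate lines were 127 by DESeq2, 2 with the covariate, 14 with only the 10 libraries, 2 with only the groups compared, and 0 (without uninduced poly-adenylate replicate 2) to 202 (without uninduced poly-adenylate replicate 1). With an estimated correlation 1, 0 and 1 gene lists were called in the 102xPR, poly-adenylate and ChFP lines. At the preset correlation 6 were called in the poly-adenylate line with only the 10 libraries. The test of the mitochondrially encoded mRNAs reversed with the library-set covariate in the poly-adenylate (adjusted p = 0.000227) and ChFP (1.47e-11) lines, and with only the 8 libraries in the latter (2.95e-07).

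Replicate numbers did not pair the samples: 4 of 21 pairs of same-numbered libraries had deviations correlated above 0.1 (range -0.259 to 0.166), and 8 of 18 libraries correlated best with their own number. With the library set taken out, a check added after seeing the data, 7 of 21 were above 0.1 (-0.0253 to 0.471), so not all pairs were above 0.1 either way. With the replicate block the counts were 269 in the poly-adenylate line, 703 in the ChFP line, 47 for the difference between these responses, 386 for induced poly-adenylate against ChFP cells and 87 for the genes of shared direction. With the library-set covariate and the replicate block they were 525 in the ChFP line, 901 for the difference, 1114 for induced poly-adenylate against ChFP cells, 16 and 112 for uninduced 102xPR and poly-adenylate against ChFP cells, 73 for the genes of shared direction and 1 for RQC genes in the poly-adenylate line. The mitochondrially encoded list was then reversed too, with adjusted p = 0.000488 in the poly-adenylate and 7.83e-10 in the ChFP line.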

Other observations

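In this part the splits of the samples, the test of the library set and that of leaky expression were written before their results were seen, and the genes named in the first paragraph were followed between lines after their values were seen. LIF and INPP5D, which rose in the 102xPR line, rose in the ChFP line too: LIF by 3.20 ± 0.18 and 1.98 ± 0.22, and INPP5D from 1.54 ± 0.97 to 30.1 ± 11.3 and from 1.24 ± 0.59 to 11 ± 5.09 CPM (SD, n = 3). In the poly-adenylate line they did not pass (LIF 0.74 ± 0.26, INPP5D 1.24 ± 0.81). The INPP5D call in the ChFP line ended without uninduced replicate 1, 2 or 3 or induced replicate 1. HOXA4 fell in the poly-adenylate (-0.51 ± 0.11) and ChFP (-0.57 ± 0.11) lines, the 1 gene called lower in both.

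Immediate early genes had a higher response in the 102xPR than in the ChFP line (16 of 28 higher, 3 lower, median 0.90, camera adjusted p = 0.000293, 0.280 with an estimated correlation). So did axonal and neuronal genes (12 of 23 higher, 2 lower, median 0.95, camera adjusted p = 0.00137, 0.0829 with an estimated correlation). Extracellular matrix genes had a lower one (9 of 14 lower, 3 higher, median -0.92, camera adjusted p = 0.0218, 0.429 with an estimated correlation). Cholesterol genes had a higher response in the poly-adenylate than in the ChFP line (0 of 25 in edgeR's test, or 8 adjusted over the list alone, median 0.15, camera adjusted p = 4.58e-07, 0.269 with an estimated correlation).

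The 1881 genes that differed between uninduced 102xPR and ChFP cells moved with the library sets. Across them the difference had a Pearson correlation of 0.757 with the effect of the library set estimated in other libraries (0.440 over all 15447 genes), with the same sign in 94.9%, so a technical difference between the sets is a candidate source of this comparison's calls. A correlation of 0.145 with the response of the induced 102xPR library of the set of 10 lay between the bounds set beforehand, so leaky expression of the construct was neither excluded nor needed. When the library set was a covariate edgeR called 0 genes (1257 at an unadjusted p under 0.05), and 16 with the replicate block too. This does not show that the lines were alike, and a difference between them stays open.

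Where 6 libraries were divided, 10 splits are too few for a share under 0.05. The real value and the highest of the other splits were 10391 and 0 genes in the 102xPR line (1 split as large), 167 and 0 in the poly-adenylate line (1), 311 and 1 in the ChFP line (1). They were 10324 and 1 for induced 102xPR against ChFP cells (1), 145 and 0 for induced poly-adenylate against ChFP cells (1). They were 1881 and 1 for uninduced 102xPR against ChFP cells (1), and 16 and 1 for uninduced poly-adenylate against ChFP cells (1). For RQC genes they were 31 and 0 in the 102xPR line (1) and 0 and 0 in the poly-adenylate line (10). For gene lists they were 27 and 23 in the 102xPR line (1), 10 and 15 in the poly-adenylate line (6), and 17 and 13 in the ChFP line (1).

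Responses went with properties of the genes, and of possible causes only the library set was examined. Across the 14811 genes with a value, the Spearman correlation of the log2 fold change with GC content was 0.375 in the poly-adenylate, 0.231 in the ChFP and -0.186 in the 102xPR line, and with transcript length -0.222, -0.195 and 0.0472. Those with GC content, in a check with the library set as a covariate added after seeing the data, were 0.246, 0.0586 and -0.141, and those with length -0.0471, -0.00095 and -0.0074.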
